A study of Mus musculus with 20 samples.

How the data were processed

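RNA was measured in lumbar dorsal root ganglia (DRG, the clusters of sensory neuron cell bodies beside the spinal cord) of 10 male mice, with 1 library from the ganglia contralateral to a nerve lesion and 1 from the ipsilateral ganglia of each mouse. Per the labels, the conditional knockout (cKO) carried 2 floxed alleles of Ahr, the gene of the aryl hydrocarbon receptor, and a tamoxifen-inducible Cre recombinase with a yellow fluorescent protein under the Thy1 promoter, while control mice carried 1 or 2 floxed alleles. Both genotypes received tamoxifen at 100 mg/kg on 5 days from 17 weeks of age, and 4 weeks later the sciatic nerve was transected and the ganglia of lumbar levels 4 to 6 were taken 1 day after the lesion. One field of the labels names a spinal cord injury; the protocol text, which describes sciatic nerve transection, was followed. One sample title gives a shortened mouse number, and its library name was used. Libraries were stranded mRNA libraries read as paired 150 bp reads.

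The deposited count table holds whole-number exonic counts per gene, 1 column per library, without normalization. The deposited FPKM table was derived by the authors from the same counts: in 21541 genes with at least 1000 counts in all, each value equalled the CPM of the gene divided by 1 length per gene, in kilobases. That length was within 5% of the whole gene span, introns included, for 93.0% of 18805 matched genes. For Ahr it was 37065 bases, against 6163 bases of merged exons. These FPKM therefore understate genes with long introns, and were used only within genes, as alternatives. The labels do not state the aligner, the counting program, the genome build, the annotation release or the strand setting, so no coordinates are given. Gene symbols came from GENCODE release M21 by Ensembl identifier; 51487 of 78258 identifiers had a symbol, and genes with a symbol held 98.1% of the counts.

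All 20 columns were assigned to 4 groups of 5 libraries by their library names. The count table had 56837 genes with any count, and filterByExpr (minimum count 10, minimum total 15) left 28564 genes, of which 23401 had a symbol. Libraries held 76.2 to 118.5 M counts (M, mega). Replicate libraries differed by more than counting error, with a chi-square per degree of freedom of 4.97 to 52.7 over 40 pairs, so the spread between mice, not depth, set the precision. The reads carried no molecular identifiers, and any limit from counts covers counting error only. Xist had 0 to 6 counts and Ddx3y had 4738 to 7862 counts per library, which matches male animals.

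Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, robust quasi-likelihood F-test), in 1 fit of all 20 libraries with a mean per group. The 5 comparisons were ipsilateral against contralateral in each genotype, cKO against control on each side, and the interaction of genotype and injury. P-values were adjusted by the Benjamini-Hochberg method over the tested genes of each comparison, and a gene was called at an adjusted p under 0.05. Values per library are TMM-normalised CPM, given as mean ± SD. Gene lists were tested with camera (correlation 0.01) and with fry from limma 3.58.1, adjusted over the 85 tests of 17 lists in 5 comparisons. The lists were AhR battery, regeneration-associated, integrated stress response, hypoxia response, circadian clock, immediate early genes and sex check, and markers of sensory neurons, satellite glia, Schwann cells, macrophages, neutrophils, lymphocytes, fibroblasts, endothelium, erythroid cells and muscle. A list score is the mean log2 CPM (prior count 2) of the tested members. Per-mouse responses, ipsilateral minus contralateral, were compared with two-sided exact permutation tests of 5 against 5 mice, whose smallest p is 0.00794. The groups, tests, lists and all alternatives except those named below were chosen before the data were examined.

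Named genes were fixed as Ahr, the AhR battery, Atf3, Sprr1a, Sox11, Gal, Jun and Gap43, with the 4 highest and 4 lowest log2 fold changes per comparison among called genes with a mean of at least 5 CPM in the higher group. For injury the sign had to be the same in all 5 mice, and between genotypes the ranges could not overlap; predicted genes were skipped. Other genes are named as chosen after their values were seen.

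The contralateral and ipsilateral libraries of a mouse are paired by the mouse number in the labels. The correlation of their deviations from the group means, across genes, had a median of 0.186 over the 10 mice (-0.0546 to 0.361), and 7 mice exceeded 0.1. Since the pairing was weak, the replicate block (mouse as a fixed block) was an alternative. Other alternatives were DESeq2 1.42.0, limma-voom with mouse as a random effect, RLE size factors, no filter, a mean CPM of at least 1, limma on log2 FPKM with a pseudocount of 1 or 0.1, the range of mouse numbers as a covariate, only the libraries compared, an added 2-fold threshold, and leaving out each mouse. The fibroblast list score as a covariate was added after seeing the data, and so was a list of 10 keratinocyte markers.

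The procedure was tested on simulated data with 28214 genes tested and 200 changed. It recovered 32.4%, 74.2% and 92.4% of genes changed by 0.25, 0.5 and 1 on the log2 scale, with 8 false among 140 calls and 0 calls for an interaction that was not simulated. DESeq2 gave 32 false among 177 calls on the same data and 7 false calls for that interaction. Camera gave an unadjusted p under 0.05 for 1 of 200 lists of unchanged genes. Each gene was simulated independently of the others. These rates therefore do not cover lists whose members vary together, or false calls from differences shared by many genes, such as tissue share.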

Results

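Gene expression was measured by mRNA sequencing in lumbar DRG of 10 male mice, 5 with a conditional knockout of Ahr in Thy1-expressing cells (cKO) and 5 controls, 1 day after transection of the sciatic nerve. Each mouse gave a contralateral and an ipsilateral library, which made 4 groups of 5 libraries. Total counts averaged 95.3 ± 14.6 M (SD, n = 5) in control contralateral, 87.6 ± 9.18 M in control ipsilateral, 82.9 ± 4.94 M in cKO contralateral and 103 ± 12.9 M in cKO ipsilateral libraries. Mitochondrial genes took 0.916% to 1.33% of the counts. In a principal component analysis the first component held 29.5% of the variance and separated the sides.

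Ahr (ENSMUSG00000019256.18), the targeted gene, was compared first. On the contralateral side it had 24.2 ± 2.10 CPM in control and 20.4 ± 0.536 CPM in cKO libraries (SD, n = 5), a difference of -16.0%, and all 5 cKO libraries were below all 5 control libraries (two-sided exact permutation p 0.00794, the smallest that 5 against 5 can give). In the edgeR fit over all genes the log2 fold change was -0.25 (SE 0.0661) with an adjusted p of 0.103. The alternative that moved the fold change most was limma on log2 FPKM with a pseudocount of 1 (-0.09). With a pseudocount of 0.1 it was -0.19, so this shift depended on the pseudocount. The call was gained with DESeq2 (-0.24, adjusted p 0.0218). The fibroblast covariate gave the highest adjusted p, in a range from 0.0218 to 0.840 over the alternatives. With that covariate the fold change hardly moved (-0.24, edgeR unadjusted p 0.00855). On the ipsilateral side Ahr had 34.4 ± 2.86 CPM in control and 31.9 ± 2.94 CPM in cKO libraries, a difference of -7.15% within the spread between mice (exact permutation p 0.222, n = 5; edgeR log2 fold change -0.11). Counts of Ahr were 1572 to 4347 per library, so depth did not limit either comparison. The table counts exons of the whole gene in all cells of the ganglia, and excision of the floxed exon itself was not analysed here.

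**Figure D1:**
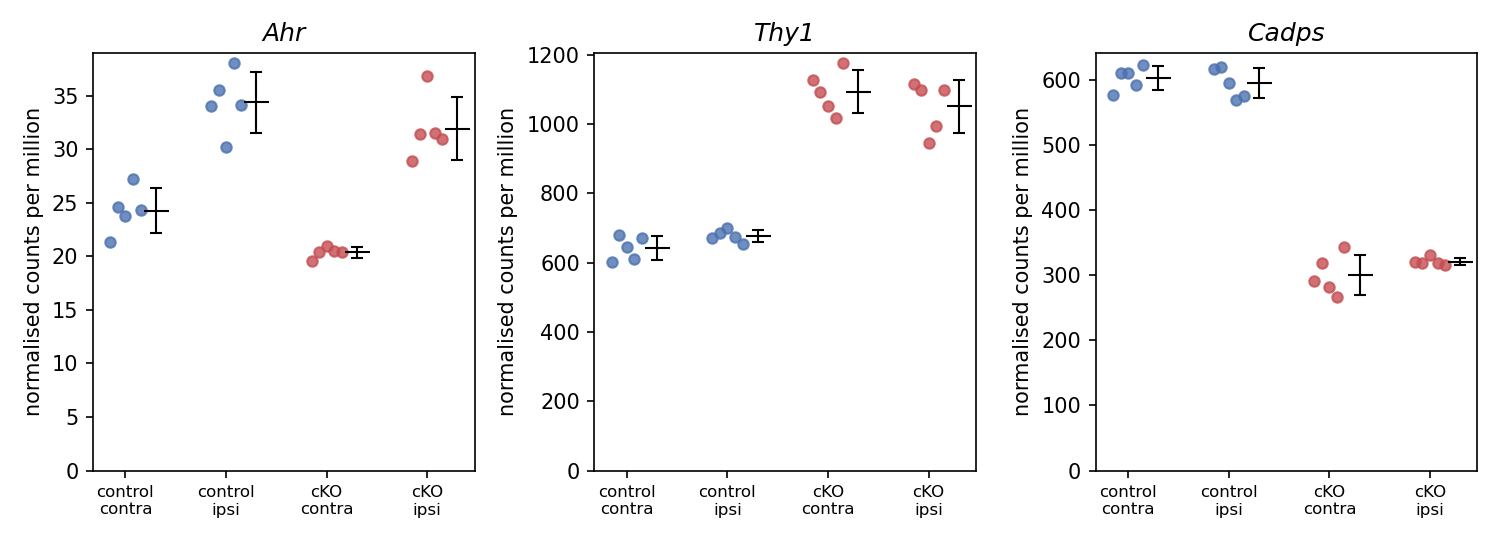
Normalised counts (CPM) of Ahr, Thy1 and Cadps in each library (points) of the 4 groups of 5, with the mean and SD (bars). Cadps averaged 602 CPM in control and 300 CPM in cKO contralateral libraries, and the genotypes did not overlap on either side for Thy1 and Cadps.

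The effect of nerve transection was asked by comparing the ipsilateral with the contralateral ganglia. In control mice 8540 of 28564 genes were called, 3956 higher and 4584 lower on the lesioned side, and 800 of them changed at least 2-fold (697 higher, 103 lower). In cKO mice 8939 genes were called, 4632 higher and 4307 lower, and 887 changed at least 2-fold (724 of them higher). The alternative that moved these counts most was the added 2-fold threshold; without it the counts ranged from 7176 to 9270 in control and from 7144 to 9741 in cKO mice over the other alternatives that kept all mice. Which direction held more genes depended on the setting: DESeq2 gave 4377 higher and 4253 lower in control mice, and limma on log2 FPKM with a pseudocount of 1 gave 4229 higher and 5040 lower in cKO mice.

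The highest fold changes under the naming rule in control mice were those of Fgf3 (log2 fold change 6.95, SE 0.251), Cckbr (5.36), Sprr1a (5.32) and Atf3 (5.23). Atf3 rose from 11.4 ± 1.81 to 426.5 ± 12.8 CPM in control and from 9.24 ± 0.630 to 416.9 CPM in cKO libraries (n = 5 per group). In cKO mice the same rule gave Fgf3 (7.50), Cckbr (6.02), Atf3 (5.50) and Tmem88b (5.43), and Sprr1a rose by 5.35. Sox11 rose by 2.90 in control and 3.13 in cKO mice, Gal by 1.73 and 1.55, Jun by 1.51 and 1.70, and Gap43 by 0.32 and 0.29. Ahr itself was higher on the lesioned side, by 0.50 in control and 0.65 in cKO mice. All of these rises had adjusted p of 8.155e-06 or less.

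The lowest fold changes in control mice were those of Angptl7 (-1.11), Vstm2b (-1.09), Scx (-1.07) and Nog (-1.03). In cKO mice they were those of Chad (-2.59), Ibsp (-1.45), Dpt (-1.22) and Scx (-1.16). Chad had 15.3 ± 13.9 CPM in the cKO contralateral libraries, so its spread between mice was about as large as its mean. Its other means were 1.91 (control contralateral), 2.56 (control ipsilateral) and 2.54 CPM (cKO ipsilateral). Those of Dpt were 1.84, 2.31 and 2.28 CPM, against 5.32 CPM in cKO contralateral libraries. The falls of Chad and Dpt thus came from cKO contralateral means above control, while their cKO ipsilateral means were near control. Ibsp differed, with a cKO ipsilateral mean below both control means, and Scx fell in both genotypes. The call of Ibsp was lost when H61, H64, H95 or H99 was left out (log2 fold changes of -1.55, -1.57, -0.76 and -1.53), and also without a filter, with limma-voom, with both FPKM settings, with the mouse block and with the fibroblast covariate. That of Dpt was lost without H61 (-1.03) or H64 (-0.98).

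The responses of the genotypes were then compared. Of the genes called in either, 6103 were called in both, 6101 of them in the same direction, 2437 in control only and 2836 in cKO only. Across 19365 genes with a mean of at least 1 CPM, the fold changes had a Pearson correlation of 0.751 and a Spearman correlation of 0.681; this is across genes, which are not independent replicates. The major-axis slope, which treats both genotypes alike, was 0.995 over 650 genes that were called in both and changed at least 2-fold in control. Genes whose response was lost in cKO are left out of this set, so the slope cannot show that all responses were alike. The interaction of genotype and injury, which tests the difference itself, gave 0 called genes, with 2799 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.485. The 2 genes called in opposite directions, Ankrd6 and ENSMUSG00000131156, had interaction adjusted p of 0.485; they were named after their values were seen. The alternative that moved the interaction most was leaving out mouse H99, with 43 calls and 4706 genes at an unadjusted p under 0.05; that number was 1597 without H95.

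**Figure D2:**
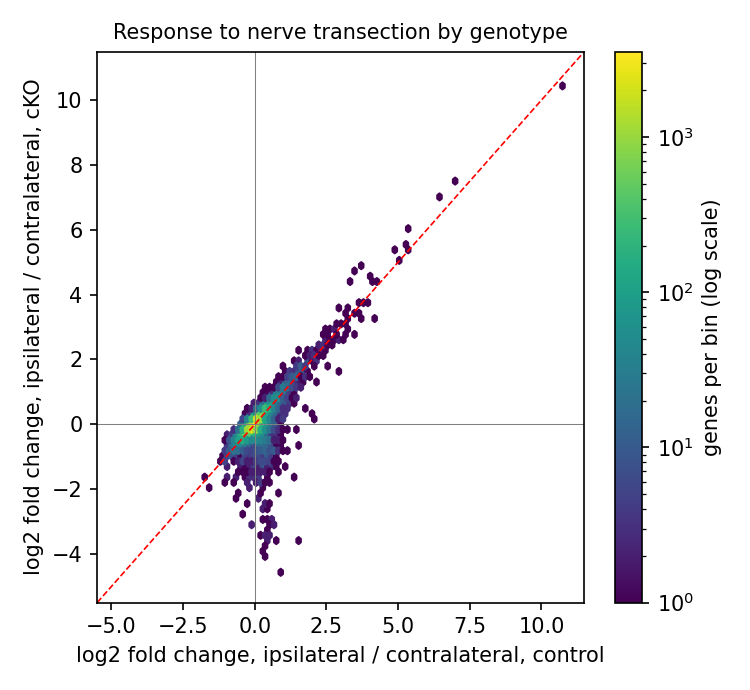
Log2 fold change of ipsilateral over contralateral libraries in cKO mice against that in control mice, with the number of genes per bin in colour on a log scale and the line of equal change dashed. The major-axis slope was 0.995 over the 650 genes called in both genotypes and changed at least 2-fold in control. The points at the top right are genes with few or 0 contralateral counts, whose fitted fold change depends on the prior count.

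The genotypes were then compared away from the lesion, in the contralateral libraries. By the labels the Cre transgene is given for cKO mice only. An effect of Ahr loss therefore cannot be told apart from one of the transgene in any comparison of the genotypes. On this side 5006 genes had an unadjusted p under 0.05 where 1428 were expected by chance (3241 without H95 and 7519 without H99). Of all tested genes 21 were called, 7 higher and 14 lower in cKO. This count was the least stable of the comparisons: leaving out mouse H99 gave 3326 calls, leaving out H95 gave 4 calls, and DESeq2 gave 1011 calls. The balance of directions changed too, with 662 higher and 349 lower with DESeq2. Thy1 (ENSMUSG00000032011.6) had 641 ± 34.1 CPM in control and 1093 ± 61.9 CPM in cKO libraries (n = 5; higher in 5 of 5 cKO libraries, log2 fold change 0.77, edgeR adjusted p 1.386e-08). Cadps (ENSMUSG00000054423.16) had 602 ± 18.5 and 299.7 ± 30.8 CPM (n = 5; lower in 5 of 5, -1.01, edgeR adjusted p 2.746e-10). The other genes named by the rule were Adamtsl1 (0.98), Nt5dc2 (0.47) and Pygo1 (0.28), which were higher in cKO. Lower were Pde4c (-0.41), Htr1a (-0.39) and Vgf (-0.39). Jun, fixed for naming, was called lower as well (-0.21, edgeR adjusted p 0.0278). It was the 1 called member of the regeneration-associated list on this side. The call of Jun was lost with both FPKM settings, with only the libraries compared and without H95, among other settings. In the ipsilateral libraries 2 genes were called, Thy1 (0.63) and Cadps (-0.89). Only 674 genes had an unadjusted p under 0.05 there, fewer than the 1428 expected by chance (median 801 in other splits of the mice). With fewer low p-values than chance gives, the few calls do not show that the genotypes were alike on this side. Thy1 and Cadps were the 2 genes called on both sides.

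The AhR battery, a list of genes regulated by the receptor, had 10 tested members. On the contralateral side 0 members were called over all genes, and 2 were called when adjusted over the list alone, Cyp1b1 (log2 fold change 0.32, adjusted p 0.0122) and Aldh3a1 (1.55, adjusted p 0.0195), both higher in cKO. On the ipsilateral side 0 members were called either way, and Ugt1a6b, which shares exons with Ugt1a6a, had an unadjusted p of 0.0333. After injury 5 members were called over all genes in control and 7 in cKO mice, or 7 and 9 when adjusted over the list alone.

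In the list tests, camera called 3 lists in each injury comparison, the regeneration-associated (median log2 fold change 1.73 in control and 1.70 in cKO mice), integrated stress response (0.36 and 0.38) and immediate early (0.49 and 0.48) lists. All of these were also called by fry, which called the circadian clock list as well; with an estimated correlation between genes only 1 list, the regeneration-associated one, was called in each. Between genotypes on the contralateral side camera called the regeneration-associated list, lower in cKO (median -0.19, 19 of 25 members lower, adjusted p 4.106e-04; fry adjusted p 0.0360), the fibroblast list, higher (0.81, 6 of 6 members, adjusted p 7.707e-04; fry 0.111), and the macrophage list, higher (0.31, 13 of 13 members, adjusted p 0.0335; fry 0.609). On the ipsilateral side camera called 5 lists, all lower in cKO: sensory neuron, satellite glia, lymphocyte, muscle and immediate early. For the interaction it called 4. Fry called 0 lists in either of these, with 0 lists at an unadjusted p under 0.05 on the ipsilateral side and 1 for the interaction, and an estimated correlation gave 0 for the genotype and interaction comparisons, with 0 contralateral, 1 ipsilateral and 0 interaction lists at an unadjusted p under 0.05.

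The other lists were not called on the contralateral side. The camera adjusted p was 0.283 for the AhR battery (6 of 10 members higher in cKO), 0.972 for integrated stress response (6 of 16), 0.0774 for hypoxia response (12 of 16), 0.850 for circadian clock (11 of 18), 0.0774 for immediate early genes (1 of 9) and 0.671 for sex check (2 of 4). Among markers it was 0.341 for sensory neurons (5 of 19 members higher), 0.671 for satellite glia (4 of 6), 0.905 for Schwann cells (6 of 10), 0.0650 for neutrophils (7 of 7), 0.366 for lymphocytes (1 of 10), 0.0583 for endothelium (7 of 7), 0.0573 for erythroid cells (5 of 5) and 0.918 for muscle (9 of 10).

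**Figure D3:**
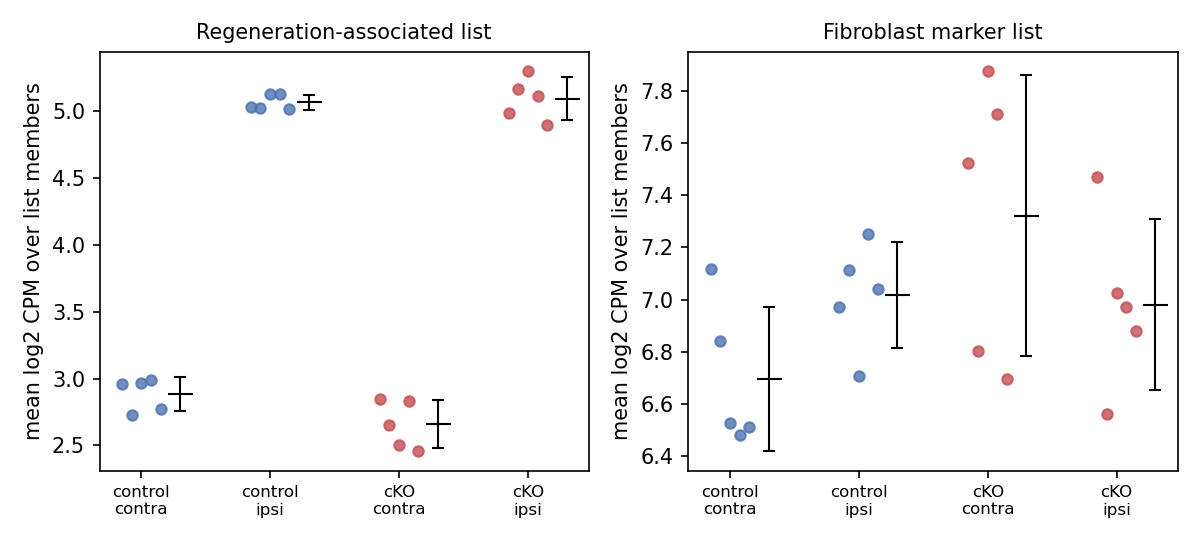
Mean log2 CPM over the members of the regeneration-associated and the fibroblast marker lists in each library (points) of the 4 groups of 5, with the mean and SD (bars). The contralateral scores of the genotypes overlapped for both lists (exact permutation p 0.0556 and 0.0714).

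Per mouse, the regeneration-associated list rose in 10 of 10 mice, by 2.18 ± 0.0909 in control and 2.44 ± 0.249 in cKO mice (SD, n = 5), a difference of 0.25 (exact permutation p 0.0635, adjusted over 5 lists 0.159). The differences were -0.18 for the AhR battery (exact permutation p 0.0952, adjusted 0.159), -0.08 for integrated stress response (0.230, adjusted 0.288), -0.11 for hypoxia response (0.0238, adjusted 0.119) and -0.05 for circadian clock (0.325, adjusted 0.325). None of the 5 passed the correction.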

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

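The splits of the mice by regeneration-associated and fibroblast score, and the tests of carry-over and of the share of neurons, were chosen only after the results were seen.

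In 222 groups of 5 values, 16 had 1 library far from the other 4 by Dixon's ratio (critical value 0.71), where chance gives 11.1. In control contralateral libraries mouse H62 stood apart for Scx (0.723), Nog (0.784), Ibsp (0.817), F2rl2 (0.712), Plk3 (0.793), the integrated stress response score (0.736) and the neutrophil score (0.768), and H96 for Htr1a (0.713). In control ipsilateral libraries H65 stood apart for Gap43 (0.955), Syt9 (0.781) and the macrophage score (0.727). In cKO contralateral libraries it was H64 for Plk3 (0.774) and H99 for the lymphocyte score (0.727). In cKO ipsilateral libraries it was H100 for the hypoxia score (0.880) and H99 for the circadian score (0.815), and H95 for the hypoxia response of cKO mice (0.711). F2rl2, Plk3 and Syt9 were called on the contralateral side but lie outside the naming rule, and were chosen after their values were seen. The total of such groups is near that of chance, but they were not spread evenly. In the control contralateral libraries H62 accounted for all of them except that of Htr1a. The comparison of totals does not address this concentration, and no biological explanation was tested.

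4 lists had an interaction of genotype and injury by camera: regeneration-associated (median 0.20, 21 of 25 members higher, adjusted p 0.00226), macrophage (-0.34, 13 of 13 lower, 0.0335), fibroblast (-0.78, 6 of 6 lower, 0.00342) and endothelial (-0.33, 7 of 7 lower, 0.00710). Fry gave adjusted p of 0.172, 0.693, 0.317 and 0.421. All 4 lists moved the opposite way between genotypes on the contralateral side, and the same cKO contralateral libraries enter both comparisons.

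For the lower regeneration-associated list in cKO contralateral libraries, several technical explanations were weighed. Ipsilateral RNA carried into the control libraries would need the same share for every member. The median was 1.38% for 11 members induced over 4-fold and 6.72% for 11 induced less (permutation p 0.0127). The shares ran from -0.25% to 4.53% and from -8.87% to 32.3%. Shares of weakly induced members are imprecise, since each is divided by a small rise, so this argues only weakly against carry-over. The rest of the 25 members were not in this test. With the fibroblast score as a covariate the list kept a median of -0.14 (camera p 1.17e-06, fry p 0.0236). Removing the trend with GC content and transcript length left -0.18 (camera p 2.78e-05), and thinning to equal depth left -0.19 (fry p 0.00271). A smaller share of neurons would lower the neuron markers about as much as the list. The neuron score differed by -0.0361 (SE 0.0485), against -0.23 for the list score. These values argue against a smaller share as the source of the whole difference. A partial contribution cannot be told apart from a change within neurons. A grouping by chance stays open: 7 of 126 splits of the mice gave as large a difference of the score (-0.23, exact permutation p 0.0556). An effect of the knockout, or of the Cre transgene given for cKO mice only, is a candidate explanation that remains untested beyond this. For the fibroblast list, 9 of 126 splits gave as large a difference (0.63, exact permutation p 0.0714).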

How the results depend on the processing

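The fibroblast list score as a covariate was chosen after seeing the data. No single fold change or difference reversed its sign under the alternatives run, but the majority direction of the calls did change.

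Adding a 2-fold threshold left 800 genes for injury in control, 887 for injury in cKO, 2 for genotype on the contralateral side and 0 on the ipsilateral side, which follows from the threshold (674 ipsilateral genes had an unadjusted p under 0.05). The other alternatives for injury stayed within 1.5 times the counts of 8540 and 8939, and leaving out a mouse gave 6832 to 8891 and 7151 to 9077. The main split of 3956 higher and 4584 lower in control became 4377 and 4253 with DESeq2, 4566 and 4235 with only the libraries compared, and 3537 and 5126 with log2 FPKM and a pseudocount of 1. In cKO the split of 4632 and 4307 became 4537 and 2930 without a filter and 4229 and 5040 with that FPKM setting. With mouse as a block the counts were 8559 and 9015, and 0 for the interaction (3260 at an unadjusted p under 0.05); it gave 5 lists rather than 4 for the interaction, and 7946 of the 8540 and 8313 of the 8939 calls were shared with the fits without a block. Among the named genes it lost the call of Ibsp (-1.14), and it changed no other call of a named gene.

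The 21 contralateral calls became 1011 with DESeq2, which also made 32 false calls on simulated data. They became 50 without a filter and 45 at a mean CPM of at least 1. Limma on log2 FPKM with pseudocounts of 1 and 0.1 gave 6 and 7, and the fibroblast score as a covariate gave 2. Only the libraries compared gave 2 as well. That setting has fewer samples, but it also takes the spread from those libraries alone, and it raised the injury calls in control to 8801. Replicate pairs reached a chi-square per degree of freedom of 52.7 in cKO contralateral and 23.0 in control contralateral libraries. The spread shared by all 20 libraries may therefore be too small for this comparison. Leaving out a mouse gave 4 (without H95) to 3326 (without H99) calls, with 174 without H61. Genes higher in cKO were 7 of 21, but 662 of 1011 with DESeq2, 115 of 174 without H61 and 14 of 22 without H62. RLE size factors gave 23, voom 17 and the range of mouse numbers 15. The 2 ipsilateral calls stayed 2 under every alternative but the 2-fold threshold, and leaving out a mouse gave 2 to 2. The interaction had 11 calls with DESeq2, and 0 to 43 when a mouse was left out, 43 without H99; the cause was not tested. Genes at an unadjusted p under 0.05 moved as well, from 5006 on the contralateral side to 3241 without H95 and 7519 without H99, and from 2799 for the interaction to 1597 without H95, 1783 without H64, 1832 without H97 and 4706 without H99.

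Contralateral Ahr passed the threshold with DESeq2 (-0.24, adjusted p 0.0218) and without H99 (-0.25, adjusted p 0.0353); leaving out a mouse gave -0.30 to -0.20, and adjusted p ranged from 0.0218 to 0.840 over the alternatives. The ipsilateral value ranged from -0.16 to -0.07 when a mouse was left out and never passed.

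With an estimated correlation the list tests gave 1 call for each injury comparison and 0 for the contralateral, ipsilateral and interaction comparisons; fry gave 1, 0 and 0 for these last comparisons. None of the per-mouse responses passed with log2 FPKM and a pseudocount of 1 or with the median over members, but these moved the regeneration-associated difference from 0.25 to 0.06 and 0.12, and the AhR battery from -0.18 to -0.04 and -0.13. None passed with a mouse left out, where the lowest adjusted p was 0.0794 (exact permutation tests). The differences then were -0.23 to -0.12 for the AhR battery, 0.16 to 0.33 for regeneration-associated, -0.12 to -0.05 for integrated stress response, -0.12 to -0.07 for hypoxia response and -0.08 to -0.03 for circadian clock.

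Among the named genes, all 294 values for injury in control kept their call. None of the 60 values on the ipsilateral side, in 3 genes, changed status. Thy1 and Cadps stayed called there, and Cyp1b1 stayed uncalled. For injury in cKO 12 of 315 values lost it, in 2 genes: Dpt without H61 or H64, and Ibsp without any 1 of 4 mice, with the block, without a filter, with voom, with both FPKM settings and with the fibroblast covariate. On the contralateral side 19 genes were followed, of which 10 were other called genes. Of these 10, Jun was fixed beforehand. The rest lie outside the naming rule and were chosen after their values were seen. On that side 148 of 380 values lost the call, in 16 of the 19 genes. The call was gained in 2 values, both of Cyp1b1, the member of the AhR battery followed here. Ahr is counted apart, as above.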

Other observations

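The tests on Thy1, Cadps, the muscle genes and the fibroblast covariate for the number of low p-values were chosen only after the results were seen.

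Other splits of the same libraries were fitted. For injury in control, 1 of 100 splits, the real one, gave as many calls, and the highest other split gave 17; of 12 splits that parted every pair, 1 did, and the highest other gave 0. For injury in cKO 1 of 100 did, and the highest other gave 3978, a split with 8 of 10 libraries on their real side; of 13 that parted every pair, 1 did, and the highest other gave 1906. For genotype on the ipsilateral side 2 of 100 splits gave as many calls. On the contralateral side 7 of 100 gave 21 or more (highest 3965), and 8 of 100 gave 5006 or more genes with an unadjusted p under 0.05 (median 1392, highest 7971). For the interaction the real count of 0 is reached by 100 of 100 splits whatever the data, so it tests nothing; 7 of 100 gave 2799 or more genes with an unadjusted p under 0.05 (median 854).

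The excess of low p-values on the contralateral side may follow from a larger share of fibroblast-rich tissue in some cKO libraries: with the fibroblast score as a covariate 1601 genes had an unadjusted p under 0.05, where chance gives 1428. This was not specific to the fibroblast list. Of the 16 other scores (1798 to 7059 genes), 2 removed most of the excess, the AhR battery (1798) and hypoxia response (2008). The battery score was not independent of the fibroblast score. Among cKO contralateral libraries both were highest in H64 (2.78 and 7.88) and lowest in H99 (2.34 and 6.70). These covariates therefore cannot separate a difference tied to the receptor's own target genes from one of tissue. With the fibroblast covariate Cyp1b1 had a log2 fold change of 0.13 (SE 0.0743) and Aldh3a1 of 0.23, so their rise in cKO may follow from the tissue share as well.

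Thy1 was higher and Cadps lower in all cKO mice (mean of both sides 0.70 and -0.95, exact permutation p 0.00794, the smallest possible). A change in the share of neurons was argued against for both, since the neuron score differed by -0.0406 (SE 0.0305). Thy1 exceeded the highest control library in 10 of 10 cKO libraries, by 267 to 535 CPM over the control mean; transgene sequence counted as Thy1 and a change of the native gene cannot be told apart without the reads. Cadps was at 51.7% of control, and its value of -0.95 (SE 0.0330) is consistent with loss of the output of 1 of 2 copies. A change of its whole neighbourhood was argued against by a median of 0.012 over the 24 nearest tested genes, of which 0 were called (2 contralateral and 1 ipsilateral at an unadjusted p under 0.05). A candidate explanation is that the transgene disrupts Cadps; its insertion site was not analysed here.

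Muscle genes took 0.000329% to 0.215% of the counts. Of 9 muscle genes, 8 had their highest value in the same 1 of 20 libraries, which is consistent with muscle tissue attached to some of the dissected ganglia. This count replaced a rank correlation between the genes, computed first and read the same way, because the 20 libraries are not independent.

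Several epidermal genes, noticed after their values were seen and below the level for naming, rose from the floor on the lesioned side. Krt6a had 0 contralateral counts and 82 to 354 ipsilateral counts, at least 63.2-fold higher in control and 47.5-fold in cKO mice; Krt16 was at least 28.7-fold and 26.2-fold and Kprp at least 25.3-fold and 23.3-fold higher. Skin carried into the libraries was argued against, since the largest rise of Krt5, Krt14, Krt1 and Krt10 was 0.185 CPM, against a mean of 1.35 CPM for Krt6a, Krt16 and Kprp. Krt5, which had 0 contralateral counts, had 0 to 7 ipsilateral counts. Krt14 rose from 0.175 to 0.360 CPM, less than Krt6a, Krt16 or Kprp. Among the 10 keratinocyte markers, though, Sfn rose from 6.89 to 12.1 CPM, more than Krt6a, Krt16 or Kprp. The argument therefore rests on the 4 abundant keratins and not on the whole list. Krt1, Krt10, Perp and Sfn were present on both sides. Activation of the whole chromosome neighbourhood of Sprr1a cannot be told apart from changes of single genes: 8 of the 20 nearest genes with any count were called higher in both genotypes, against 5.41% of all genes (binomial p 5.10e-06). That share lies between the outcomes written down beforehand, most genes or a share near that of all genes. It was set as undecided only after it was seen; the rule first applied, which asked for more than 10 of the 20, would have counted it against the explanation. Of the 20, 11 had fewer than 15 counts in all. All 8 called genes were among the 9 with 15 or more counts, where only Gm5851 was not called. In that subset the outcome of most genes was met, but the split was also made afterwards. The Sprr2 and Lce members share near-identical sequence.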
